A study of Arabidopsis thaliana with 12 samples.

How the data were processed

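Gene expression was measured by sequencing of polyadenylated RNA from roots of Arabidopsis thaliana Col-0 seedlings that had been co-cultivated with the root-colonising fungus Serendipita indica or mock-treated with a fungus-free plug of the same medium. Roots were taken after 2 and 10 days, with 3 biological replicates per treatment and time, which gives 12 libraries in 4 groups. The values deposited by the authors are whole-number read counts per gene, with no normalization, in 1 table of 36005 rows and 12 library columns. The aligner, the counting program, the genome build and the annotation are not named in the labels or in the table, and no reads were realigned. Of the gene identifiers, 35376 were found in the RefSeq gene table of the TAIR10.1 assembly, from which symbols, biotypes and coordinates were taken. In the table, 4 cells were not numbers (3 held the letter o and 1 was empty) and were read as 0, and 33 identifiers stood on more than 1 row and were left out.

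The 10-day columns were found to be out of register with the gene identifiers in most of the table, and all 10-day values below rest on a realignment made after the data were examined. Down to row 9432 (AT2G05810), the mean log2 CPM (counts scaled to a common library total) of the 2-day and 10-day libraries correlated across genes with Pearson r = 0.952. In the 26573 rows below (73.8% of the table), r was 0.287 for the values as deposited and 0.895 when each 10-day value was taken from the next row. Genes are not independent replicates, and these r describe the match of rows only. The register was also tested without use of the 2-day values, by how well the level separates protein-coding from other genes: below the break the area under the curve was 0.709 for the 10-day values as deposited, 0.851 for the next row and 0.901 for the 2-day values. A hidden Markov model of the row offset (trained on 6000 rows above the break, switch probability 0.001, offsets of up to 6 rows) was used to place the break and to check each row. Each 10-day value was taken from its own row down to the break and from the next row below it. Rows that the model placed at another offset were left out and not moved. Also left out were rows with a posterior under 0.99, those within 3 rows of any such row and those with duplicated identifiers. In all this removed 4059 rows (11.3%), of which 964 had a mean above 1 CPM at either time. The 31946 rows kept held 96.4% to 96.7% of the counts of each library. Among kept genes, 1.56% above the break and 2.9% of the realigned genes below it had over 5 CPM at 2 days and under 0.1 CPM at 10 days. As deposited it was 27.7% of all genes below the break, with no row left out. Rows were kept by a model that uses the match of the 2 times, so the choice of rows makes up part of this drop. Since mismatches remained, single genes whose order differs locally between the columns can still be misassigned. This bears on the 10-day level of a gene and on every contrast between times.

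Total counts were 20410148 to 26755383 in the 2-day libraries and 40620247 to 48737736 in the 10-day libraries. Intervals given for ratios with few counts are exact 95% intervals of the counting error alone, and they cover neither the spread between plants nor duplicated molecules. A gene with no count in a library could still have held up to 3 counts of that library's total.

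Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts of all 12 libraries: normalization by the trimmed mean of M values (TMM), removal of low counts by filterByExpr within the groups compared, 1 model with a mean per group (8 residual degrees of freedom), robust quasi-likelihood F tests and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05, and "rose" and "fell" are used of called genes. Each error of a log2 fold change is the fold change divided by the square root of its F. The contrasts were S. indica against mock at 2 days and at 10 days, the difference between these effects (the interaction), and mock roots at 10 against 2 days. The overlap of the calls at both times was tested by Fisher's exact test, one-sided, per direction. CPM values in the text are TMM-normalised means ± SD over n = 3 libraries.

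The 25 gene lists were fixed before the data were examined, as were the contrasts, the tests, the rule for named genes and most of the alternatives. They cover the indole glucosinolate pathway, camalexin and 4-hydroxy-ICN pathway, aliphatic glucosinolate pathway, salicylic acid and systemic acquired resistance, jasmonate, ethylene, auxin response and transport, auxin and tryptophan synthesis, pattern-triggered immunity, phosphate starvation, nitrogen, iron deficiency and coumarins, potassium transport, sugar transport, endodermis, phenylpropanoids, flavonoids, root hair, cell division, photosynthesis (markers of green tissue), hypoxia, heat shock, abscisic acid, aquaporins and reference genes. Lists were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01 and again with an estimated correlation. They were also tested with fry, in its directional form unless its mixed form is named. Each p was adjusted over the 25 lists within a contrast. Counts of called members are given over all genes and adjusted over the list alone. With other splits of the libraries into groups, camera at the preset correlation called up to 18 lists at 2 days and 10 at 10 days, so member counts and the estimated correlation carry the statements on lists.

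Named genes are, for each S. indica contrast, the 6 with the largest rise and the 6 with the largest fall among called genes with at least 5 CPM in the higher group and no overlap between the 3 inoculated and 3 mock libraries. Chance gives such a separation in 10% of genes for 3 against 3. Added to these are the 2 called members with the largest change of each list with at least 2 called, and always PR1, PDF1.2, FRK1, WRKY33, PAD3, CYP81F2 and CBL7. For the interaction and for mock roots over time, they are the 4 largest in each direction. Other members of lists and families named as examples were chosen after their values were seen, and alternatives were not run for them singly.

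Alternatives were DESeq2 1.42.0, limma-voom, DESeq2-type size factors (RLE) or total counts in place of TMM, no filter on low counts or at least 1 CPM in at least 3 libraries, a fold-change minimum of 1 on the log2 scale, and each time fitted alone. Further ones were exclusion of organelle genes, thinning of all libraries to the smallest, robust estimation off, a block for the replicate number of the sample titles or of the library codes, and leaving out each library in turn. Added after the data were seen were the rows as deposited, only genes above the register break, exclusion of genes within 3 rows of a gene counted at 1 time only, the block at 2 days only, the title block after thinning to the smallest library, and exclusion of both replicate 2 libraries at 2 days. The replicate numbers of titles and library codes differ for replicate 1 at 2 days. Its mock and inoculated libraries have codes 2 and 1, which no other 2-day library shares. With the library code block the 2-day effect therefore rests on replicates 2 and 3 alone. After removal of group means, libraries that share a replicate number at 2 days correlated at 0.31, 0.51 and 0.54 across genes, against 0.06 or less for other pairs. Values with the title block are therefore given beside some of the 2-day results. At 10 days the same correlations were 0.07, 0.01 and 0.16. The procedure was tested on simulated data: of genes given 2-fold and 4-fold changes it recovered 72% and 91% at 2 days and 67% and 94% at 10 days, and 4.7% and 6.9% of the calls fell on unchanged genes. For the interaction it recovered 49.5% and 89.5%, with 5.4% of the calls on unchanged genes. The simulated counts had the same spread per gene at both times and no deviations shared by same-numbered libraries. These rates need not hold for the real libraries, at 2 days in particular. Figures were drawn with Python 3.11.15.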

Results

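The data are read counts per gene from 12 libraries of Arabidopsis Col-0 roots: mock-treated and Serendipita indica-inoculated seedlings after 2 and 10 days of co-cultivation, with 3 replicates in each of the 4 groups. S. indica is a fungus that lives inside and around roots of many plants. Total counts of replicates 1, 2 and 3 at 2 days were 26755383, 25444030 and 20662753 in mock roots and 20410148, 23235141 and 24971828 in inoculated roots. At 10 days they were 42069564, 48638996 and 40620247 in mock roots and 41330728, 45341025 and 48737736 in inoculated roots. Between 22871 and 23270 genes had counts in each library. The strongest principal component of all libraries (57.9% of the variance) separated the 2 times. Within the 10-day libraries the strongest component (55%) separated inoculated from mock roots. Within the 2-day libraries (39.4%) it set the replicate 2 libraries of both treatments (scores 50.7 and 30.1) apart from the other libraries, all of which had negative scores.

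The gene names of the 10-day values rest on a realignment, because from the upper part of chromosome 2 onward the deposited 10-day values stand 1 row off their identifiers. BGLU23 (AT3G09260), an abundant root beta-glucosidase of endoplasmic reticulum bodies, had a mean of 5722.7 CPM at 2 days, while at 10 days its own row held 0 CPM and the next row 7569.9 CPM. All values at 10 days are given after realignment.

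**Figure D1:**
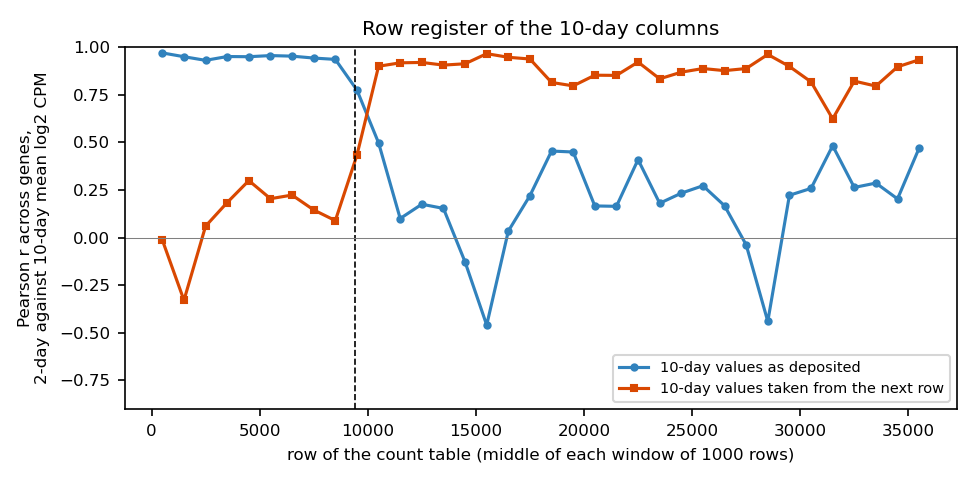
Pearson r across genes between the mean log2 CPM of the 2-day and of the 10-day libraries, in windows of 1000 rows along the count table, with 10-day values as deposited (blue circles) or taken from the next row (orange squares). The dashed line marks row 9432, the last row in register; over all rows below it r was 0.287 as deposited and 0.895 with the next row.

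The 2-day contrast asks which genes differ early in the co-cultivation. Salicylic acid-related genes were the group with the most called members: 7 of the 19 tested members of that list rose at 2 days (12 adjusted over the list alone), with a median log2 fold change of 1.06 over the list. WRKY38 (AT5G22570), a transcription factor of salicylic acid-dependent defence, rose from 0.827 ± 0.809 CPM in mock to 8.11 ± 0.976 CPM in inoculated roots (mean ± SD, n = 3 each), a log2 fold change of 3.26 (SE 0.59, adjusted p = 0.0247). DLO1 (AT4G10500), an oxygenase that hydroxylates salicylic acid, rose from 7.06 ± 1.06 to 29.4 ± 7.07 CPM (log2 fold change 2.06, SE 0.20, adjusted p = 0.00091). The transcription factor genes WRKY54 (1.74, adjusted p = 0.00819) and WRKY70 (1.72, adjusted p = 0.00438) rose as well. So did ALD1 (1.51, adjusted p = 0.0424), an enzyme of pipecolic acid synthesis, NIMIN2 (1.36, adjusted p = 0.0329), which encodes an NPR1-interacting protein, and DMR6 (0.81, adjusted p = 0.0329), a further salicylic acid hydroxylase. The camera test of the list gave an adjusted p = 2.52e-28 with the preset correlation and an adjusted p = 0.041 with an estimated correlation. With the replicate block, 11 members of the list rose and the latter was 0.0428. The 12 tested members not called had values from -0.26 (ICS1) to 3.1 (WRKY62), with EDS5 at -0.09 and EPS1 at 0.11. PR1 (AT2G14610), a standard marker of salicylic acid signalling, had 0 counts in all 12 libraries, so no change of it was detectable at this depth. PR2 and PR5 did not pass the filter on low counts, and PBS3, SAG101 and CBP60G stood on rows that were left out.

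Over all genes, 202 of 19533 tested differed between inoculated and mock roots at 2 days (184 rose and 18 fell), and 134 of them changed at least 2-fold (119 rose and 15 fell). The largest rise among named genes was that of scpl14 (AT3G12230), a serine carboxypeptidase-like gene on chromosome 3 (3899364 to 3901879, TAIR10.1), from 0.245 ± 0.267 to 5.15 ± 0.425 CPM (log2 fold change 4.33, SE 0.61, adjusted p = 0.0197). ARD3 (AT2G26400), an acireductone dioxygenase of the methionine salvage pathway, rose from 0.422 ± 0.331 to 6.60 ± 3.56 CPM (3.95, adjusted p = 0.0189). AT3G60470, a gene of a protein family of unknown function, rose from 1.49 ± 1.53 to 15.6 ± 1.40 CPM (3.36, adjusted p = 0.0138). Its row is at or within 3 rows of a gene counted at 1 time only, where the row order is less certain. BARS1 (AT4G15370), a triterpene synthase gene, rose from 2.68 ± 2.70 to 18.9 ± 5.94 CPM (2.80, adjusted p = 0.0422). AT5G41290, annotated as related to receptor-like kinases, rose from 1.55 ± 0.784 to 9.40 ± 1.48 CPM (2.59, adjusted p = 0.00218).

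Among the genes that fell at 2 days, AZI1 (AT4G12470; chromosome 4, 7401087 to 7401951), a lipid transfer-like protein known from systemic resistance, went from 10.5 ± 4.36 to 0.578 ± 0.291 CPM, a log2 fold change of -4.18 (SE 0.41, adjusted p = 0.00106). Its neighbour and relative EARLI1 (AT4G12480) fell by 4.20 on the log2 scale (adjusted p = 0.0481), with mock values of 15.4, 115 and 14.6 CPM. AT5G52940 (-5.06, adjusted p = 0.0215), the MATE transporter gene AT2G04050 (-4.66, adjusted p = 0.0247) and the glucosyltransferase gene DOGT1 (AT2G36800; -4.53, adjusted p = 0.0247) fell as well. In these 3 genes mock replicate 3 was far above the other mock libraries (AT2G04050: 9.27, 17.5 and 80.1 CPM). UGT74E2 (AT1G05680), which glucosylates the auxin indole-3-butyric acid, fell from 48.5 ± 26.7 to 10.3 ± 3.07 CPM (-2.22, adjusted p = 0.0261). PDC1, a pyruvate decarboxylase of fermentation, fell from 56.9 ± 22.9 to 13.7 ± 4.57 CPM (-2.05, adjusted p = 0.0121). It was the 1 called member of 13 in the hypoxia list (2 fell adjusted over the list alone; camera adjusted p = 0.0172, and adjusted p = 0.485 with an estimated correlation).

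The other lists at 2 days held 1 called member or fewer. MAM1, an enzyme of methionine chain elongation, was the 1 of 16 genes of the aliphatic glucosinolate pathway that rose (1.05, adjusted p = 0.0395, and 0.101 with the replicate block). Of these genes 5 rose adjusted over the list alone and 4 with the block. The list had a median of 0.59 (camera adjusted p = 6.98e-10, and adjusted p = 0.485 with an estimated correlation). In the pattern-triggered immunity list, WRKY53 was the 1 of 28 that rose (1.54, adjusted p = 0.0422; 6 adjusted over the list alone and 5 with the block). The median of that list was 0.32 (camera adjusted p = 1.31e-09, and adjusted p = 0.485 with an estimated correlation). In the ethylene list ACO4 was the 1 of 18 that rose (0.68; 1 adjusted over the list alone; camera adjusted p = 0.024, and adjusted p = 0.485 with an estimated correlation). In the phosphate list PHT1;9 was the 1 of 20 that rose (1.41; 1 rose and 1 fell adjusted over the list alone). In the sugar list SUC1 was the 1 of 17 (0.61), while 1 rose and 1 fell adjusted over the list alone and 3 rose with the block. The median of the sugar list was -0.03 and its mean -0.14, while camera placed it up. The remaining 18 lists held 0 genes called by edgeR at 2 days among 307 members, with 29 at an unadjusted p under 0.05, 7 called by DESeq2, 1 by limma-voom and 27 with the block. Adjusted over the list alone, 2 auxin and tryptophan synthesis, 2 potassium and 1 nitrogen genes among these rose and 1 abscisic acid gene fell. Camera gave the nitrogen list an adjusted p = 0.0538, and 0.00591 with the block (0.68 and 0.362 with an estimated correlation). Indole glucosinolate genes had a median of 0.29 over 22 members (2 rose with the block; camera adjusted p = 0.00129, and adjusted p = 0.62 with an estimated correlation). Camalexin genes had a median of 0.52 over 12 (3 rose with the block; camera adjusted p = 0.00334, and adjusted p = 0.569 with an estimated correlation). Markers of green tissue had a median of -0.63 over 14 genes (6 fell with the block; camera adjusted p = 3.11e-07, and adjusted p = 0.485 with an estimated correlation). Heat shock genes had a median of -0.51 over 7 and abscisic acid genes -0.20 over 16 (camera adjusted p = 0.00579 and 0.00576, and adjusted p = 0.485 with an estimated correlation for each). The reference genes had a median of -0.01, a mean of 0.02 and camera placed them down. Fry gave the salicylic acid-related list an adjusted p = 0.0143 at 2 days, and all other lists 0.159 or higher.

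Of the genes named in advance, CYP81F2, which hydroxylates indole glucosinolates, had 54.2 ± 29.8 CPM in mock and 103 ± 43.1 CPM in inoculated roots at 2 days (log2 fold change 0.93, adjusted p = 0.648, and 0.00271 with the replicate block). FRK1, a kinase gene marker of pattern-triggered immunity, had 2.74 ± 1.36 and 8.69 ± 3.4 CPM (1.66, adjusted p = 0.237, and 0.00442 with the block). WRKY33, a regulator of camalexin synthesis, had a value of 0.53 (adjusted p = 0.493, and 0.00848 with the block). PAD3, the last enzyme of camalexin synthesis, had a value of 0.33 (adjusted p = 1, and 0.479 with the block), and CBL7, a calcineurin B-like calcium sensor, 2.07 (adjusted p = 0.0538, and 0.0412 with the block). The replicate 2 libraries held the lowest values of several defence genes in both groups: CYP81F2 had 72.4, 19.8 and 70.4 CPM in mock replicates 1, 2 and 3, and 128, 53.8 and 129 CPM in inoculated ones. PDF1.2 (AT5G44420), a jasmonate and ethylene marker, had 0 counts in all 2-day libraries. At 10 days its own row as deposited held 655 to 1101 counts, which the realignment assigned elsewhere, so its 10-day level is uncertain and it was not tested.

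The 2-day count depended on the fit and on single libraries. With the block for same-numbered libraries 605 genes were called, 199 of the 202 among them. The number of genes that fell went from 18 to 137 with this block, to 81 by DESeq2 and 75 without mock replicate 1 at 2 days. It was 180 with the library code block, in which replicates 2 and 3 alone carry the 2-day effect. The share of called genes that rose was 91.1% in the full fit and 77.4% with the block. DESeq2 called 493, and with the 2-day libraries fitted alone 8 genes were called, all of them among the 202. At 10 days a fit of that time alone raised the count from 1008 to 2718. The full fit shares 1 spread per gene over both times. These opposite moves point to a wider spread at 2 days. Adjusted p of the full fit can therefore be too small at 2 days and too large at 10 days. Without mock replicates 1 or 3 at 2 days the count was 310 or 80, and without inoculated replicates 1, 2 or 3 it was 47, 311 or 72. Of the 13 genes named by the rule and called at 2 days, 10 lost the call without inoculated replicate 1 (adjusted p up to 0.225), 9 without inoculated replicate 3 (up to 0.199) and 5 without inoculated replicate 2 (up to 0.0648). Without a mock library the losses were 7 for mock replicate 3 (up to 0.0943) and 3 for mock replicate 2 (up to 0.11). Leaving out a 10-day library ended 2 or 3 of these calls, those of BARS1, EARLI1 and in 2 cases AT5G52940 (adjusted p up to 0.0863). DLO1, AZI1 and AT5G41290 stayed called whichever of the 12 libraries was left out, with adjusted p up to 0.00644, 0.00982 and 0.016. With each time fitted alone DLO1 stayed called (adjusted p = 0.0497; 5.88e-19 to 0.0497 over its alternatives), while AZI1 (0.0508) and AT5G41290 (0.0742) did not.

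The 10-day contrast asks the same of a longer co-cultivation. Genes of indolic defence compounds were among the genes with large rises: 7 of the 12 tested genes of the camalexin and 4-hydroxy-ICN list rose (8 adjusted over the list alone), with a median log2 fold change of 2.57. CYP71A12 (AT2G30750; chromosome 2, 13099486 to 13101371), an enzyme that converts indole-3-acetaldoxime, rose from 3.09 ± 1.01 CPM in mock to 317 ± 35.1 CPM in inoculated roots (6.68, SE 0.63, adjusted p = 0.000389). Its relative CYP71A13 (AT2G30770) rose from 2 counts in the 3 mock libraries to 3.12 ± 0.687 CPM, a ratio of 198 with a counting interval of 54.5 to 1640 (adjusted p = 0.00176). FOX1 (AT1G26380; chromosome 1, 9126737 to 9128568), an oxidase of 4-hydroxy-ICN synthesis, rose from 1.42 ± 0.526 to 129 ± 27.2 CPM (6.5, SE 0.58, adjusted p = 0.000285).

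CYP82C2 (6.23, adjusted p = 0.00119), NAC042 (4.38, adjusted p = 0.00236), GSTF6 (3.57, adjusted p = 0.00176) and WRKY33 (1.57, SE 0.22, adjusted p = 0.0022; from 28.3 ± 0.955 to 83.8 ± 2.21 CPM) completed the called members of the camalexin list at 10 days. PAD3 was not called (1.54, adjusted p = 0.105; 58.3 ± 12.8 CPM in inoculated roots). It was called with the 10-day libraries fitted alone (adjusted p = 0.000109, the lowest of a range up to 0.271 over its alternatives). Camera gave the list an adjusted p = 1.73e-19, and adjusted p = 0.19 with an estimated correlation.

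In the indole glucosinolate list, 7 of 21 tested members rose at 10 days (7 adjusted over the list alone), while the list's median was 0.03 and its mean 0.82. CYP81F2 (AT5G57220; chromosome 5, 23187840 to 23189902) rose from 2.96 ± 0.243 to 96.9 ± 18 CPM (5.03, SE 0.53, adjusted p = 0.000584). IGMT2 (AT1G21120), a methyltransferase of the following step, rose from 5.73 ± 1.42 to 121 ± 29.0 CPM (4.4, SE 0.48, adjusted p = 0.000825). IGMT1 (3.08), the regulators MYB51 (2.25) and MYB122 (2.05), the transporter gene PEN3 (1.1) and the myrosinase gene PEN2 (0.62) rose too. Camera gave an adjusted p = 7.59e-08, and adjusted p = 0.404 with an estimated correlation. The aliphatic glucosinolate list held 0 genes called by edgeR, DESeq2 or limma-voom among 15 at 10 days (5 at an unadjusted p under 0.05, and 5 fell with the replicate block), at a median of -0.40 (camera adjusted p = 0.00158 down, and adjusted p = 0.768 with an estimated correlation).

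Of the 28 pattern-triggered immunity genes 11 rose at 10 days (18 adjusted over the list alone). Their median was 0.51 (camera adjusted p = 6.34e-14, and adjusted p = 0.19 with an estimated correlation). WRKY30 (AT5G24110) rose from 0.968 ± 0.474 to 8.34 ± 1.70 CPM (3.12, adjusted p = 0.0301). Among the smaller rises were those of the chitin receptor genes CERK1 (0.45, adjusted p = 0.0125) and LYK4 (0.96, adjusted p = 0.0117). FRK1 was not called (1.2, adjusted p = 0.182). Of 18 salicylic acid-related genes 5 rose (10 rose and 1 fell adjusted over the list alone), at a median of 0.48 (camera adjusted p = 3.15e-07, and adjusted p = 0.317 with an estimated correlation). DLO1 rose from 4 ± 0.737 to 15.5 ± 1.01 CPM (1.95, SE 0.20, adjusted p = 0.000287). The others were FMO1 (AT1G19250), the enzyme of N-hydroxypipecolic acid synthesis (2.39, adjusted p = 0.0345), WRKY70 (1.21), ALD1 (1.19) and NPR1 (0.32).

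Over all genes at 10 days, 1008 of 19991 tested were called (691 rose and 317 fell), of which 394 changed at least 2-fold (380 rose and 14 fell). AT2G29220, a lectin-domain receptor kinase gene (chromosome 2, 12562629 to 12564691), rose from 1 count in the 3 mock libraries to 13.0 ± 4.45 CPM, a ratio of 1690 with a counting interval of 304 to 66900 (adjusted p = 0.0022). AT1G26410, a berberine bridge enzyme-like gene close to FOX1, rose from 0.280 ± 0.170 to 51.9 ± 8.88 CPM (7.51, SE 0.59, adjusted p = 0.000152). WAKL10 (AT1G79680), a wall-associated kinase-like gene, rose from 0.0289 ± 0.0313 to 6.04 ± 0.601 CPM (7.44, adjusted p = 0.000287). AT3G12910, a NAC-domain transcription factor gene, rose from 0.0342 ± 0.0592 to 5.71 ± 0.371 CPM (7.34, adjusted p = 0.000652). Falls were smaller. The lipid transfer protein gene LTP4 (AT5G59310) fell by 2.69 on the log2 scale (7.74 ± 4.04 to 1.19 ± 0.779 CPM, adjusted p = 0.0207). AT1G09310, of unknown function (-1.25, adjusted p = 0.0341), the GTP-binding protein gene AT1G10300 (-1.21, adjusted p = 0.00693) and AT1G09470 (-1.02, adjusted p = 0.00721) fell too. So did the long non-coding RNA gene AT2G23040 (-0.91, adjusted p = 0.0247) and PS2 (AT1G73010; -0.88, adjusted p = 0.00457), a phosphatase gene of the phosphate starvation response.

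Hormone and nutrient lists moved in few members at 10 days. In the jasmonate list 2 of 18 rose (2 adjusted over the list alone), the lipoxygenase genes LOX4 (2.56, adjusted p = 0.0131) and LOX3 (2.45, adjusted p = 0.0425). The list's median was -0.03 and its mean 0.19. In auxin and tryptophan synthesis 2 of 17 rose (2 adjusted over the list alone), ASA1 (0.98, adjusted p = 0.0274) and TSB1 (0.52, adjusted p = 0.0179), which encode enzymes of tryptophan synthesis. GH3.2, an auxin-conjugating enzyme gene, was the 1 of 27 auxin response genes that rose (2.00; 1 adjusted over the list alone), in a list with a median of -0.03 and a mean of 0.15. In the phosphate list PHT1;2, a phosphate transporter gene, rose (0.97, adjusted p = 0.0404) and PS2 fell among 22 (1 and 1 adjusted over the list alone). In the potassium list CBL7 (1.73, adjusted p = 0.0385) and the cation exchanger gene CHX17 (1.61, adjusted p = 0.0194) rose among 14 (2 adjusted over the list alone; camera adjusted p = 0.00985, and adjusted p = 0.243 with an estimated correlation). STP4, a sugar transporter gene, was the 1 of 15 sugar genes that rose (1.09; 3 adjusted over the list alone). RHD6, a regulator of root hair formation, was the 1 of 12 root hair genes (1.69, at 0.16 CPM in mock and 0.51 CPM in inoculated roots; 1 adjusted over the list alone; camera adjusted p = 0.0182, and adjusted p = 0.813 with an estimated correlation). CYCA1;1, a mitotic cyclin, was the 1 of 21 cell division genes that fell (-0.61; 10 adjusted over the list alone and 7 with the block). That list's median was -0.36 (camera adjusted p = 7.53e-07, and adjusted p = 0.404 with an estimated correlation). The remaining 13 lists held 0 genes called by edgeR among 210 members, with 23 at an unadjusted p under 0.05, 5 called by DESeq2, 2 by limma-voom, 13 with the block (4 ethylene genes rose and 5 aliphatic glucosinolate genes fell among them) and medians from -0.59 to 0.31. Of these, ethylene genes had a median of 0.31 over 18 (camera adjusted p = 0.0182, and adjusted p = 0.404 with an estimated correlation). Nitrogen genes had a median of 0.09, a mean of -0.03 and were placed up by camera. The reference genes had a median of -0.07 and a mean of 0.02 and were placed up. By fry the adjusted p at 10 days was 0.00799 for the camalexin and the pattern-triggered immunity lists. It was 0.014 for the potassium and 0.0423 for the salicylic acid-related list. All other lists at 10 days had 0.0522 or higher by fry.

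The 10-day count ranged with the libraries in the fit. The count was 612, 311 or 423 without mock replicate 1, 2 or 3 at 10 days and 632, 421 or 440 without inoculated replicate 1, 2 or 3. The falls depended most on single libraries: 317 genes fell in the full fit, against 146, 16 and 50 without mock replicate 1, 2 or 3 and 137, 50 and 19 without inoculated replicate 1, 2 or 3. The 10-day count was 2718 with the 10-day libraries fitted alone (991 of the 1008 among them) and 1890 by DESeq2. Of the 26 genes named by the rule and called at 10 days, 9, 10 and 10 lost the call without mock replicate 1, 2 or 3 (adjusted p up to 0.118, 0.184 and 0.146). Without inoculated replicate 1, 2 or 3 there were 9, 9 and 8 losses (up to 0.107, 0.13 and 0.152), and 4 and 3 without inoculated replicate 1 or 3 of the 2-day set (up to 0.0581 and 0.0545). The genes concerned were LTP4, AT1G09310, AT2G23040, FMO1, LOX4, LOX3, ASA1, TSB1, WRKY30, PHT1;2, CBL7 and CHX17. CYP71A12, CYP71A13, FOX1, CYP81F2, IGMT2, WRKY33, DLO1, AT2G29220, AT1G26410, WAKL10, AT3G12910, AT1G10300, AT1G09470 and PS2 were called under all 24 refits planned in advance. The fold-change minimum and the alternatives added after the data were seen are not among these 24. Calls of single genes were therefore not scored against row order, on which the 10-day values of genes below the break rest.

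**Figure D2:**
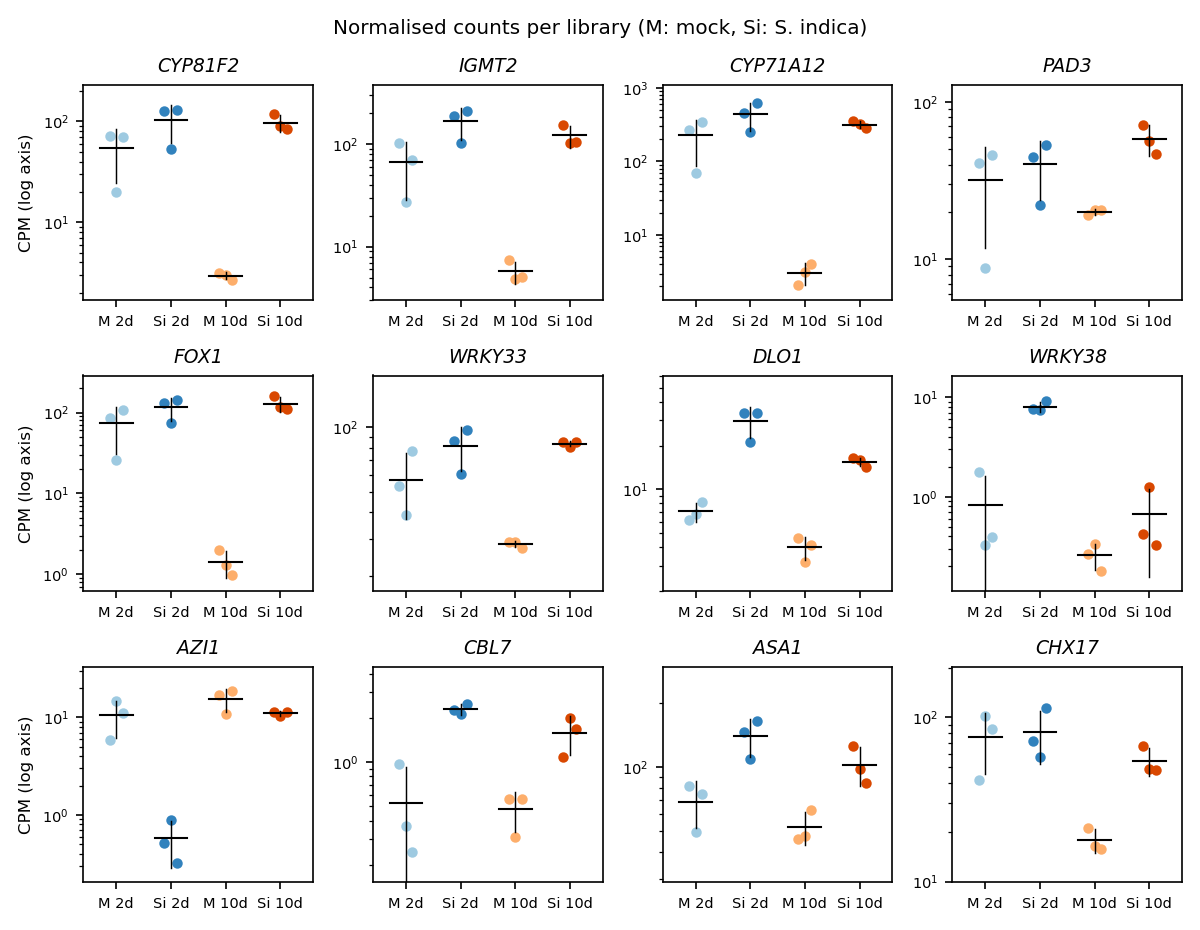
TMM-normalised CPM (log axis) of 12 named genes in mock (M) and S. indica-inoculated (Si) roots at 2 and 10 days (2d, 10d); points are libraries, horizontal lines are means of n = 3, and bars are ± 1 SD and may run off the axis. CYP71A12 averaged 226, 441, 3.09 and 317 CPM in the 4 groups from left to right, and AZI1 averaged 10.5, 0.578, 15.4 and 11.1 CPM.

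**Figure D3:**
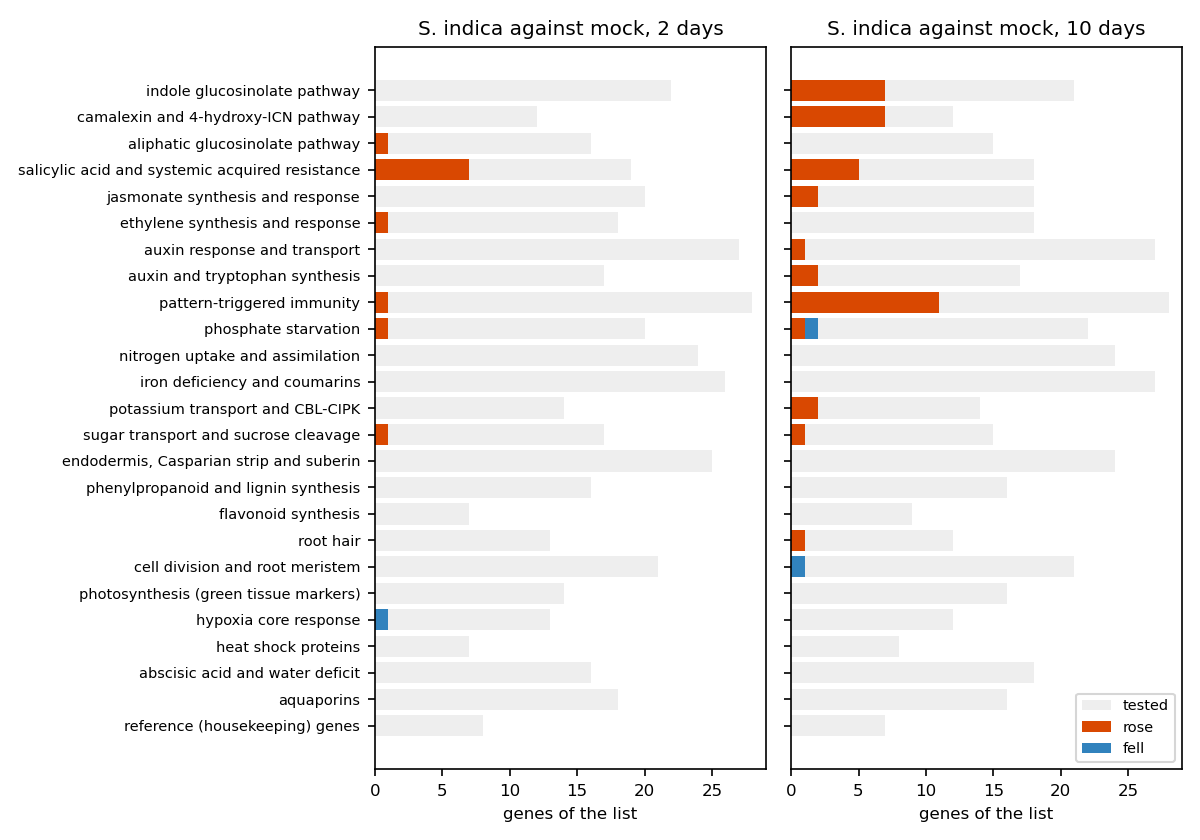
Members of each of the 25 gene lists that were tested (grey), rose (orange) or fell (blue) with S. indica at 2 days (left) and 10 days (right), as numbers of genes. At 2 days 7 salicylic acid-related genes rose, and at 10 days 7 indole glucosinolate, 7 camalexin, 11 pattern-triggered immunity and 5 salicylic acid-related genes rose.

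Genes that rose at 2 days often rose at 10 days too. Of 18698 genes tested at both times, 174 rose at 2 days and 643 at 10 days, and 91 rose at both, against 5.98 for independent calls (Fisher's exact test, one-sided, p = 1.02e-86; genes are not independent, so this p is a description). DLO1, WRKY70, ALD1 and WRKY53 were among the 91. No gene fell at both times by edgeR, of 16 and 309 that fell (0.264 for independent calls, exact p = 1). DESeq2 gave 4 such genes, limma-voom 0, the replicate block 18, and 63 were lower at both at an unadjusted p under 0.05. SAG13 (AT2G29350), a senescence-associated gene named after its values were seen, was the 1 gene called in opposite directions. It had -1.92 at 2 days (adjusted p = 0.0216) and 3.06 at 10 days (adjusted p = 0.00132). Across genes the fold changes at both times correlated with Pearson r = 0.34 and Spearman rho = 0.28. The shared count was 37 without mock replicate 3, and 21, 159 or 32 without inoculated replicate 1, 2 or 3 at 2 days. It was 41 without mock replicate 2 and 47 or 51 without inoculated replicate 2 or 3 at 10 days.

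The interaction asks which responses differ between the times. Some indolic defence genes had a more positive effect at 10 than at 2 days: CYP82C2 (6.19, adjusted p = 0.0324), FOX1 (5.84) and CYP71A12 (5.72) were called among 12 camalexin genes (7 adjusted over the list alone and 7 with the replicate block). CYP81F2 (4.10) and IGMT1 (2.6, adjusted p = 0.0115) were called among 21 indole glucosinolate genes (7 adjusted over the list alone and 6 with the block; median -0.07, mean 0.49). In mock roots these genes were higher at 2 than at 10 days. CYP71A12 averaged 226 ± 141 and 441 ± 185 CPM in mock and inoculated roots at 2 days and 3.09 ± 1.01 and 317 ± 35.1 CPM at 10 days. CYP81F2 averaged 54.2, 103, 2.96 and 96.9 CPM in the same order. WRKY33 averaged 56.4, 81.4, 28.3 and 83.8 CPM in that order and its difference between the times was not called.

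In all, 37 of 18698 genes differed in their response between the times (33 with a more positive effect at 10 days and 4 with a more negative effect). The largest values were those of AT1G26410 (7.43, SE 0.72, adjusted p = 0.003), WAKL10 (6.83, adjusted p = 0.0145), AT5G24640, of unknown function (6.73, adjusted p = 0.0461), and AT3G12910 (6.63, adjusted p = 0.0326). In the other direction, scpl16 (AT3G12220), a serine carboxypeptidase-like gene next to scpl14, had 6.47 ± 1.92 CPM in mock roots at 2 days, where it was higher with the fungus, and 3.37 ± 0.141 and 2.19 ± 0.589 CPM in mock and inoculated roots at 10 days (-2.11, SE 0.31, adjusted p = 0.023). It was followed by AT1G53640 (-1.81, adjusted p = 0.0324), which lies within 3 rows of a gene counted at 1 time only, where the row order is less certain. The glycosyl hydrolase gene AT3G47050 (-1.64, adjusted p = 0.0461) and the leucine-rich repeat gene AT1G33612 (-1.51, adjusted p = 0.0359) followed. Camera gave the camalexin list an adjusted p = 3.66e-19, and adjusted p = 0.178 with an estimated correlation (0.0286 with the replicate block). It gave the indole list an adjusted p = 0.000546, and adjusted p = 0.703 with an estimated correlation. In 22 lists edgeR called 0 of 357 members (38 at an unadjusted p under 0.05, 8 by DESeq2, 0 by limma-voom and 12 with the block). Adjusted over the list alone, 11 of 14 aliphatic glucosinolate genes had a more negative effect at 10 days (median -1.24; camera adjusted p = 1.57e-14, and adjusted p = 0.482 with an estimated correlation). In the same way 1 salicylic acid-related gene was lower, 1 root hair and 1 hypoxia gene were higher, and in the sugar list 1 was higher and 1 lower.

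The interaction count was sensitive to most libraries: without mock replicate 1, 2 or 3 at 2 days it was 124, 80 or 23, and without inoculated replicate 1 or 3 at 2 days 5 or 13. The directions moved as well: 4 genes had a more negative effect in the full fit, against 15 of 38 without inoculated replicate 2 at 2 days, 27 without mock replicate 1 at 2 days and 40 of 186 with the title block. The count was also lower without mock replicate 1, 2 or 3 at 10 days (14, 4 or 6) and without inoculated replicate 1, 2 or 3 at 10 days (10, 14 or 9). AT1G26410 was called under all 23 refits planned in advance (adjusted p up to 0.0369), which hold none of the alternatives on row order. Each of the other 7 named genes lost its call on removal of at least 4 of the single libraries. All 7 did so without mock replicates 1, 2 or 3 at 10 days (adjusted p up to 0.122, 0.178 and 0.125) or inoculated replicate 1 at 2 days (0.13). The losses were 6 without inoculated replicate 3 at 2 or at 10 days (0.118 and 0.163), and 5 without inoculated replicate 1 or 2 at 10 days (0.0821 and 0.153). There were 4 without mock replicate 3 at 2 days (0.135), and 2 without mock replicate 2 (0.0575) or inoculated replicate 2 (0.0968) at 2 days.

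Mock roots at 10 against 2 days give the background of the infection contrasts. Green tissue markers rose in all 14 tested members (14 adjusted over the list alone; median 2.42), with the light-harvesting gene LHCB1.3 at 112 ± 61.8 CPM at 2 days and 1300 ± 220 CPM at 10 days. Iron acquisition genes rose in 14 of 26 members (16 adjusted over the list alone; FRO2, the ferric reductase gene, from 16.6 ± 11.3 to 346 ± 429 CPM). Mock replicate 3 at 10 days was far above the others in FRO2 (119, 77.1 and 841 CPM), and without it 8 iron genes rose and 1 fell. Aliphatic glucosinolate genes rose in 12 of 14 (13 adjusted over the list alone). Camalexin genes fell in 7 of 12 (7 adjusted over the list alone; median -1.89). In these lists camera gave adjusted p = 2.05e-12, 0.000658, 1.66e-05 and 0.000753, and adjusted p = 0.819 with an estimated correlation for each. Fry gave adjusted p = 0.000819, 0.038, 0.0111 and 0.0162 in the same order. Time and any difference between the sets of plants and libraries cannot be told apart in this contrast. Row order is not the whole cause of the differences, since 2175 genes were called with genes above the break alone.

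Over all genes, 7306 of 18698 differed between mock roots at 10 and 2 days (3572 rose and 3734 fell), 2172 of them at least 2-fold. MT2B (AT5G02380), a metallothionein gene, rose from 8.27 ± 0.646 to 444 ± 34.7 CPM (5.74, SE 0.14, adjusted p = 3.61e-10). BGLU18 (AT1G52400), a beta-glucosidase gene of abscisic acid release, rose from 0.612 ± 0.363 to 38.3 ± 19.5 CPM (5.91, adjusted p = 2.29e-05). The pseudogenes AT5G18633 (6.69, adjusted p = 7.68e-10) and AT2G42050 (5.57, adjusted p = 8.69e-10) rose too. Both lie within 3 rows of a gene counted at 1 time only, where the row order is less certain. AT1G26250, an extensin-like cell wall protein gene, fell from 130 ± 23.5 to 0.461 ± 0.208 CPM (-8.11, adjusted p = 1.57e-08). AT2G16586 (-8.60, adjusted p = 6.63e-07) and AT2G04050 (-8.75, adjusted p = 0.00015) fell too. AT3G54530 fell to 3 counts in the 3 mock libraries at 10 days, a ratio of 755 with a counting interval of 258 to 3670 (adjusted p = 0.000448).

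Called members of the other lists in mock roots over time are given here, each with the count adjusted over the list alone in parentheses. Over all genes 7306 of 18698 were called in this contrast. The shares of many lists lie near or below that one, among them auxin response, auxin and tryptophan synthesis and indole glucosinolates. The same holds for cell division, phenylpropanoids, root hair, flavonoids and reference genes. Nitrogen genes rose in 12 of 23 and fell in 1 (14 and 1), and endodermis genes rose in 10 and fell in 1 of 24 (11 and 1). Phosphate genes rose in 8 and fell in 2 of 20 (9 and 4), aquaporin genes rose in 7 and fell in 2 of 16 (7 and 2). Abscisic acid genes rose in 6 of 15 (7). Potassium genes rose in 6 and fell in 1 of 14 (6 and 1), and ethylene genes rose in 6 and fell in 1 of 18 (6 and 1). Jasmonate genes rose in 6 of 17 (7 and 1), and heat shock genes rose in 2 of 6 (2). Salicylic acid-related genes rose in 5 and fell in 5 of 18 (5 and 9), pattern-triggered immunity genes rose in 7 and fell in 5 of 28 (8 and 5). Indole glucosinolate genes rose in 3 and fell in 5 of 21 (3 and 5). Sugar genes rose in 5 and fell in 4 of 14 (5 and 4), hypoxia genes rose in 4 and fell in 3 of 12 (4 and 3). Auxin response genes rose in 4 and fell in 5 of 26 (4 and 5), and auxin and tryptophan synthesis genes rose in 3 and fell in 4 of 17 (3 and 4). Phenylpropanoid genes rose in 3 and fell in 1 of 16 (3 and 1). Cell division genes fell in 6 of 21 (5), root hair genes in 2 of 12 (1) and flavonoid genes in 1 of 7 (1). Of 7 reference genes 2 rose (2), GAPC2 and UBQ10. Median, mean and camera direction differed in sign for the indole list (0.17, -0.40, down), pattern-triggered immunity (0.19, -0.17, up), sugar (-0.06, -0.56, up), hypoxia (0.34, -0.07, up) and the reference genes (-0.05, 0.12, up). Among these lists camera called nitrogen, endodermis and abscisic acid genes (adjusted p = 0.00611, 0.00507 and 0.00507, and adjusted p = 0.819 with an estimated correlation for each). Fry called them too (adjusted p = 0.0217, 0.0378 and 0.00662), and also phosphate (0.0147), potassium (0.00322) and ethylene genes (0.0298).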

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

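Chosen after the results were seen were the tests of where the 33 genes lie, of their change in mock roots and of single mock libraries, of the correlation between same-numbered libraries, and of depth with the block, while the interaction and list tests, the block and the counts over other splits were planned. The genes listed here were called in the interaction test. The lists were taken by camera at the preset correlation, and without the replicate block none of them passed with an estimated correlation. Among the genes named by the rule for any of the 3 S. indica contrasts, the difference of log2 fold changes (10 minus 2 days) was 7.43 for AT1G26410, 6.83 for WAKL10, 6.73 for AT5G24640, 6.63 for AT3G12910, 5.84 for FOX1, 5.72 for CYP71A12, 4.10 for CYP81F2 and 3.70 for AZI1. It was -2.11 for scpl16, -1.81 for AT1G53640 (within 3 rows of a gene counted at 1 time only), -1.64 for AT3G47050 and -1.51 for AT1G33612. AZI1 fell at 2 days (-4.18), while at 10 days it had 15.4 ± 4.01 CPM in mock and 11.1 ± 0.641 CPM in inoculated roots.

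Camera at the preset correlation gave 10 lists an adjusted p under the threshold for the difference between the times. The difference was positive for the camalexin list (3.66e-19), the indole glucosinolate list (0.000546), pattern-triggered immunity (0.000835), green tissue markers (0.000428), root hair (0.00343) and hypoxia (0.0169). It was negative for the aliphatic glucosinolate list (1.57e-14), cell division (9.18e-05), salicylic acid (0.0351) and iron (0.0458). With an estimated correlation these lists had an adjusted p of 0.178 (camalexin, and 0.0286 with the replicate block) to 0.877 (iron). By the directional fry test the lowest adjusted p was 0.206 (camalexin). Without the block no list is therefore shown to differ as a set in 1 common direction between the times. The mixed test of fry, which takes changes in either direction, gave an adjusted p = 1.07e-05 for the indole glucosinolate list. It gave 0.0028 for the camalexin list and 0.0718 or higher for all other lists. With the block the value of the iron list at the preset correlation was 0.0656. Mock replicate 3 at 10 days stood apart in iron genes (FRO2 at 119, 77.1 and 841 CPM in mock replicates 1, 2 and 3). Without that library camera placed the iron list up at 10 days (adjusted p = 0.0392).

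The 33 genes with a more positive effect at 10 than at 2 days had a median difference of 3.98 on the log2 scale, and 31 of them were called higher with the fungus at 10 days and 3 lower at 2 days. Misplaced rows of the 10-day columns are argued against as the whole cause, since 15 of the 33 lie above the register break, where 29.2% of all tested genes lie. A single mock library at 2 days is argued against as the whole cause: without mock replicate 1, 2 or 3 the median difference of the 33 was 3.86, 4.18 or 3.87, and 33, 33 or 21 of the genes stayed called. The median change of these genes from 2 to 10 days was -4.19 in mock roots (quartiles -5.83 and -2.47) and 0.13 in inoculated roots (quartiles -0.18 and 0.45), which is consistent with a level already high in mock roots at 2 days. What raised it there, such as the transfer of seedlings, their age or the handling of that set of plants, was not tested, and a later response of the root to the fungus stays open.

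The number of genes called at 2 days depends on how same-numbered libraries are treated: 202 without and 605 with the replicate block. A difference in depth is argued against, since with all libraries thinned to the smallest the numbers were 204 without and 626 with the block. Libraries with the same replicate number shared deviations from their group means, with the lowest of the 3 correlations at 0.31 and the highest between different numbers at 0.06. A shared batch of plants or handling would give such positive values. Deviations within a group sum to 0, so positive same-number pairs push the other pairs down. The low values of those pairs are therefore no separate evidence. The labels name no batch, and titles and library codes number replicate 1 differently, so what the numbers stand for stays open.

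Other splits of the libraries were counted for each number of genes. At 2 days the real split gave 202 genes and the highest of the other splits 51, at 10 days 1008 and 0, and for mock roots over time 7306 and 0; in each case 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. The other splits at 2 days that part all 3 same-numbered pairs gave at most 0 genes by edgeR, without and with the block, against 202 and 605, and those that part 1 pair only gave at most 51. In all of these other splits both arms mix the true groups. A real difference between the groups then adds to the spread and lowers the count. Low counts in the other splits are therefore little evidence against chance. For the interaction, chance cannot be excluded: 9 of the 100 drawn splits gave at least 37 genes, with 1961 as the highest of the others, many times the real count. All 9, the real one included, keep the 10-day groups as labelled, and the other splits among them regroup the 2-day libraries. Such splits keep the 10-day effect, so they are no full test of chance, and with the 10-day groups regrouped the highest count was 3. Of the 40 draws that part all 3 same-numbered pairs at 2 days, 2 gave as many, the real one and 1 with 43 genes, and 7 of the 9 part 1 pair only. With the block the real split gave 186. For the overlap 1 of 100 drawn splits, the real one, gave 91 shared genes and the highest of the others gave 2. A limit of 5 in 100 draws, set in advance, decides nothing on chance, because 4 of the 100 draws, the real one included, had genes called at both times and the others could share none. For gene lists called by camera with the preset correlation, 5 of 10 splits at 2 days gave as many as the real one (highest other 18) and 4 of 10 at 10 days (highest other 10), and 10 splits are too few for a share under 0.05.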

How the results depend on the processing

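The alternatives on row order, on a block at 2 days only, on a block after thinning and on both replicate 2 libraries were chosen after seeing the data. Of the counts of genes under an alternative, 79 stayed within 1.5 times the reported count and 69 did not. For single named genes 1226 results kept direction and side of the threshold, 200 lost the call, 19 gained it and 1 reversed, and for lists these were 831, 55, 38 and 1. The results for genes and lists hold none of the alternatives on row order, which were scored for the counts only. How far single genes and lists depend on row order is therefore not shown by them. Where values moved, the cause was not tested, unless fewer genes were admitted by construction, as with a fold-change minimum or with genes above the break only. An exception is the 10-day count with the block at 2 days only (2351 against 1008). That block leaves the 10-day group means and the scaling as they were, so this count moved through the spread that all groups share. The fold-change minimum gave 134 genes at 2 days, 394 at 10 days, 2172 for mock roots over time and 45 shared. Each time fitted alone gave 8, 2718 and 6 shared. DESeq2 gave 493, 1890, 220 for the interaction and 233 shared, and for the interaction limma-voom gave 17 and thinning 20. The title block gave 605, 2169, 186 and 292 shared, the library code block 521, 2836, 521 and 218 shared, the block at 2 days only 627, 2351 and 241, and the title block after thinning 626, 1915, 165 and 296 shared. At 10 days the title block gave the camalexin list an adjusted p = 0.0237 with an estimated correlation and the sugar list 0.0367 at the preset one, and FRK1 (0.00632) and PAD3 (0.0107) were called. No other list test at 10 days and no other gene named by the rule at 10 days or for the interaction changed its call with it. Without both replicate 2 libraries at 2 days there were 333 genes at 2 days, 2325 at 10 days, 148 for the interaction and 194 shared. With rows as deposited there were 314 for the interaction, 11452 over time and 33 shared; the 10-day count was 1104, but 335 of the 1008 genes were among them. Genes above the break alone gave 45, 339, 20, 2175 and 16 shared. Leaving out 1 library at a time gave 47 to 311 genes at 2 days, 311 to 1438 at 10 days, 4 to 124 for the interaction, 5631 to 8272 over time and 21 to 159 shared; an arm left with 2 libraries shares the spread of the other groups. Under these PAD3 at 2 days ranged from -0.13 (without mock replicate 2, adjusted p = 0.937) to 0.68, and the camera adjusted p of the iron list at 10 days from 0.019 to 0.85, with 0.0392 and the opposite direction without mock replicate 3. Scaling moved the median of all genes by less than 0.1 on the log2 scale, from -0.027 to -0.059 at 10 days with total counts, and the share of called genes that rose at 10 days was 68.6% with TMM, 68.1% with RLE, 61.3% with total counts and 59.2% with the title block. Settings for which no count at 2 or 10 days is given here kept the counts at 2 days between 179 and 214 and at 10 days between 835 and 1383.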

Other observations

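The families, with 20 examined, and all tests on them and on ribosomal protein genes were chosen after the results were seen, while the cell division list and its test were planned. At 10 days members of several receptor kinase families rose with the fungus. Of 53 lectin receptor kinase genes tested 20 rose and 12 had values below 0 (median log2 fold change 0.55; adjusted p = 0.002 by camera with an estimated correlation). Of 21 cysteine-rich receptor-like kinase genes 12 rose (median 1.06, adjusted p = 0.0075; CRK24 5.51), and of 20 wall-associated kinase genes 9 (median 0.60, adjusted p = 0.002; WAK3 8.11). Of 121 intracellular resistance genes of the nucleotide-binding type 25 rose (median 0.45, adjusted p = 0.0027), and of 17 berberine bridge enzyme-like genes 10 (median 0.54, adjusted p = 0.00692). Of 30 germin-like genes 9 rose (median 0.23, adjusted p = 0.0294; GLP6 4.03) and of 56 WRKY transcription factor genes 12 (median 0.39, adjusted p = 0.0222, and 0.0953 with the replicate block; WRKY41 7.15 and WRKY55 6.47).

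At 2 days 7 of 57 WRKY genes rose (median 0.26, adjusted p = 0.0179 by camera with an estimated correlation, and 0.0802 with the replicate block), and 3 of 19 wall-associated kinase genes (median 0.49, adjusted p = 0.00144, and 0.0231 with the block; WAK5 2.37 and WAK4 2.06). Genes of lectin receptor kinases rose in 4 of 50 (adjusted p = 0.0179, and 0.0552 with the block), and 5 of 116 nucleotide-binding resistance genes rose (adjusted p = 0.0179, and 0.0658 with the block).

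Ribosomal protein genes fell at 10 days in 90 of 297 tested members, and 277 had values below 0 (median -0.38, quartiles -0.46 and -0.25), against a median of -0.03 at 2 days. Camera with an estimated correlation gave an adjusted p = 0.121 at 10 days, and fry an adjusted p = 0.00443. With 1 of the 10-day libraries left out, 54, 3 and 12 fell without mock replicate 1, 2 or 3 and 40, 10 and 3 without inoculated replicate 1, 2 or 3, at medians from -0.43 to -0.33. Their share of counts was 3.88%, 4.44% and 4% in mock and 3.31%, 3.05% and 2.88% in inoculated roots at 10 days. Gene length and level are argued against, since 297 other genes matched on both had a median of -0.05 (quartiles -0.22 and 0.17), and so is scaling, since a factor per library moves all genes alike while the ribosomal median minus that of the matched genes was -0.33. A smaller share of dividing cells stays open: 21 of 21 tested cell division genes had values below 0 (1 called, and 7 with the replicate block; adjusted p = 0.404 with an estimated correlation).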
